A study of Homo sapiens with 2 samples. Its data were reported in "Targeting SWI/SNF ATPases reduces neuroblastoma cell plasticity" (2024).

How the data were processed

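Single-cell RNA-seq was analysed in 2 libraries of xenograft-derived neuroblastoma (NB) cells. The first library came from cells kept in neural stem-cell media (SCM) without treatment. The second came from cells moved to media containing fetal bovine serum (FBS) and given DMSO, the solvent used as vehicle, and was labelled day 4. Each group held 1 library and each library was 1 capture, so culture condition and library cannot be told apart. The library of cells given the SMARCA2/4 degrader ACBI1 was not analysed here.

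Per the labels and the methods of the study, single cells were captured with the 10x Genomics 3' v3.1 chemistry, in which poly-A RNA is tagged with a cell barcode and a unique molecular identifier (UMI), so that PCR copies are counted once. The deposited matrices hold whole-number UMI counts per gene and barcode, made by the authors with Cell Ranger and not normalised. Per the file headers, the SCM counts came from Cell Ranger 6.0.0 and the FBS counts from Cell Ranger 7.1.0. Whether reads in introns were counted in either run, and the genome build and annotation, are not given in the sources used here. Both matrices list the same 36601 genes by Ensembl identifier and symbol. The SCM matrix also lists 3 antibody features, which held 0 UMIs and were left out. The study removed ambient RNA with SoupX after this stage, and the counts used here precede that step.

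The study's filters were applied. Barcodes were kept with 300 to 7500 genes, 500 to 50000 UMIs and at most 70% of UMIs from mitochondrially encoded genes. Doublets were predicted with scrublet (scanpy 1.11.5) at a rate of 0.008 per 1000 barcodes of the library, which is 1.44% for SCM and 5.20% for FBS. Its own threshold marked 0 barcodes in either library, so the caller did not work here and no doublet was removed in the main values. As an alternative chosen after the data were seen, the expected number of barcodes with the highest scores was removed, 26 in SCM and 338 in FBS.

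UMIs of the filtered cells were summed per library and expressed as UMIs per 1000000 UMIs (CPM). The totals were 6716477 UMIs in SCM and 79117711 UMIs in FBS. At 5 CPM, the limit for entering a gene list comparison, a gene had 33.6 UMIs in SCM and 395.6 UMIs in FBS. Exact Poisson 95% intervals were placed on sums, exact conditional intervals on ratios and exact (Clopper-Pearson) binomial intervals on shares of cells. All of them cover counting error only. For ratios a library with fewer than 3 UMIs was set to 3 UMIs, about the largest mean that gives 0 UMIs in at least 5% of draws, equal to 0.447 CPM in SCM and 0.0379 CPM in FBS. With 1 library per group there is no replicate check, and no p-value, standard error or number of changed genes was computed.

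Gene lists were fixed before the data were examined. The ADRN (adrenergic) list was the union of ADRN genes in the study's bulk RNA-seq tables of other cell lines (354 of 355 symbols matched). The MES (mesenchymal) list was written from general knowledge and is not the published signature (307 of 309 matched). The Schwann cell precursor (SCP) and neural stem cell (NSC) lists, with 110 and 108 members, were those the study took from bulk RNA-seq of the same change of media, so they are not independent evidence. They share 30 and 28 members with the cell cycle lists. The dopaminergic (HDA) list of 140 members and the neuronal differentiation list of 23 came from the study's ACBI1 comparison. Lists for S phase, G2M phase, sterol synthesis, hypoxia, ERK targets, and actin and YAP targets were written from general knowledge. For each list the median log2 CPM ratio of FBS to SCM over members at 5 CPM or more in at least 1 library was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The interval on a median came from 500 Poisson resamples of the sums. Where older symbols could not be matched they were left out.

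Intronic length per gene (the gene's span less its merged exons) was taken from a GENCODE annotation of GRCh37, matched by Ensembl identifier for 36230 of 36601 genes. It was used only as a property of the gene and no coordinates are given, since the build behind the counts is not known. Of the 12847 genes at 5 CPM or more, 12801 had an intronic length.

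For scores and phases each filtered cell was thinned to 1500 UMIs, the 10th percentile of UMIs per SCM cell rounded down to the nearest 100, and 157 SCM cells and 0 FBS cells below that depth were left out. ADRN and MES scores were computed on log-normalised counts of both libraries together with AddModuleScore in Seurat 5.3.0, over genes seen in at least 10 cells, and cell cycle phase with CellCycleScoring. Clusters were computed at full depth with 2000 variable genes, 30 components and resolution 0.5, after reciprocal PCA integration of the libraries and regression of mitochondrial share, ribosomal share, UMIs, genes and cell cycle scores. The study states the integration and covariates but not these numbers. A cluster was named only where at least 3 markers of a class fixed beforehand were 2-fold or more above the other cells.

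The named genes followed a rule set before the data were examined. The rule took a fixed list of genes, the 5 highest and 5 lowest CPM ratios among genes at 100 CPM or more in at least 1 library without mitochondrially encoded and ribosomal protein genes, and for each list at most 3 members each way at 20 CPM or more. Some genes of the fixed list are not reported here. The ratio and list functions were tested on simulated sums for the FBS to SCM comparison over 11864 genes. Of 100 genes changed by 1 on the log2 scale, 99.0% had an interval on the right side of 0, as did 89.0% of 100 genes changed by 0.5. Of unchanged genes, 4.78% had an interval that excluded 0, and 5.50% of 200 unchanged lists fell outside the middle 95% of random lists. These lists were random genes, and the simulated ratios held no relation with intronic length. The last share therefore does not cover real lists whose members differ from other genes in intronic length.

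Alternatives planned before the data were examined were all barcodes, at most 20% mitochondrial UMIs, edgeR 4.0.16 TMM and median-of-ratios scaling of the 2 sums, other totals, the mean of per-cell shares, other limits on low values, other lists, other thinning depths, removal of 20% of each cell's UMIs as free RNA, and other clustering settings. Alternatives added after the data were seen were removal of doublets by rank, scaling by genes without introns, removal of the trend on intronic length, matching of random lists on intronic length as well (5 expression bins by 10 length bins), restriction to genes with at most 10 kb of intron, and clustering of thinned cells. Free RNA was taken off in the proportions of the summed profile of the library's own barcodes. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.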

Results

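To measure how NB cells differ between stem-cell media and serum, single-cell RNA-seq libraries were compared from the same xenograft-derived line. In SCM, which lacks serum, the cells had not been treated. In FBS-containing media the cells had received DMSO and were labelled day 4. NB cells are described by an adrenergic (ADRN) state, marked by lineage transcription factors such as HAND2, and a mesenchymal (MES) state, and the study used these cultures to follow expression through the change of media with and without the SWI/SNF ATPases. The values here cover the change of media alone. There was 1 library per group, so every value below describes these 2 libraries and none has a replicate check.

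The libraries differed in depth. The SCM matrix held 1795 barcodes and 6718663 UMIs, with a median of 3144 UMIs and 1576 genes per barcode. The FBS matrix held 6500 barcodes and 118347036 UMIs, with a median of 13921.5 UMIs and 4381 genes per barcode. The study's filters left 1793 cells in SCM (99.9% of barcodes, exact binomial 95% interval 99.6 to 99.99) and 5797 cells in FBS (89.2%, interval 88.4 to 89.9). In FBS, 701 barcodes were above 7500 genes and 344 were above 50000 UMIs, while 0 of 1795 SCM barcodes passed either limit. Removing the expected number of doublets by rank, which was chosen after the data were seen, moved these shares most, to 98.4% in SCM and 85.5% in FBS. In the filtered cells, mitochondrially encoded genes took 3.73% of UMIs in SCM and 2.94% in FBS, and ribosomal protein genes took 18.3% and 23.0%.

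The CPM ratio of FBS to SCM followed the intronic length of the gene. Across 12801 genes, which are not independent replicates, Spearman's rho between the log2 ratio and intronic length was 0.515. Genes without introns had a median log2 ratio of -0.83 (464 genes), genes with 10 to 30 kb of intron had a median of -0.01 (3021 genes), and genes with over 300 kb had a median of 2.69 (715 genes). Genes with over 100 kb of intron took 11.4% of UMIs in SCM and 22.6% in FBS. The counts of the 2 libraries came from different versions of the counting software, 6.0.0 for SCM and 7.1.0 for FBS. Ratios of genes with long introns may therefore carry this difference as well as any between the cultures. Since the class medians ran from -0.83 to 2.69, a single gene is better read against genes of like intronic length than against all genes. The median log2 ratio of all 12847 genes at 5 CPM or more was 0.23. Scaling by genes without introns raised that median by 0.19, and changes relative to it stayed as they were.

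**Figure D1:**
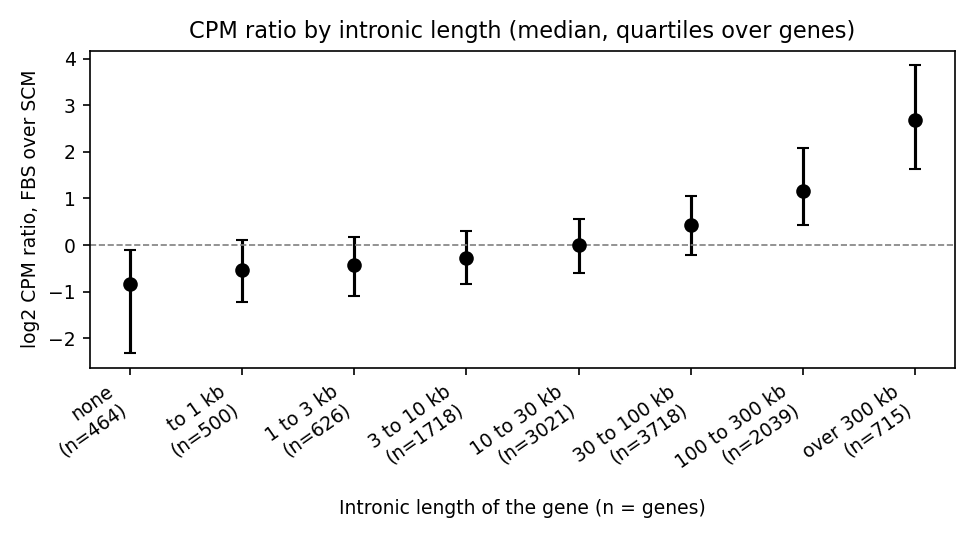
Log2 CPM ratio of FBS over SCM (vertical axis) for genes grouped by intronic length (horizontal axis), with points at the median and bars from the lower to the upper quartile over genes. The median rises from -0.83 for genes without introns to 2.69 for genes with over 300 kb of intron.

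The SWI/SNF ATPases and core transcription factors that the study is about were measured first. SMARCA4 was at 240.2 CPM in SCM (Poisson 95% interval 228.6 to 252.2) and 194.0 CPM in FBS (191.0 to 197.1). Its log2 ratio of -0.31 moved to -1.18 when the trend on intronic length was removed. SMARCA2 was at 37.1 CPM in SCM (32.6 to 42.0) and 55.2 CPM in FBS (53.6 to 56.9), and its log2 ratio of 0.58 turned to -0.74 when the trend on intronic length was removed, an alternative added after the data were seen. MYCN was at 1199.6 CPM in SCM (1173.5 to 1226.1) and 480.5 CPM in FBS (475.7 to 485.4). GATA3 and ISL1 were also lower in FBS, at 330.1 against 477.3 CPM and 38.2 against 84.0 CPM. PHOX2A was higher, at 177.6 CPM in FBS against 100.1 CPM in SCM, as was HAND2 at 386.5 against 294.8 CPM. Both genes have under 5 kb of intron, and their log2 ratios of 0.83 and 0.39 stayed above 0 after the trend on intronic length was removed (1.14 and 0.78). CHGA, which encodes a granule protein, had 477.0 CPM in SCM and 409.3 CPM in FBS. With the trend removed the log2 ratio moved from -1.32 to -0.92 for MYCN and from -0.22 to -0.06 for CHGA. It moved from -0.53 to -0.64 for GATA3 and from -1.14 to -0.94 for ISL1.

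The genes of noradrenaline synthesis were low. TH fell from 21.3 CPM in SCM (143 UMIs) to 2.19 CPM in FBS (173 UMIs). DBH had 3 UMIs in SCM and 73 UMIs in FBS, a log2 ratio of 1.05 whose interval from -0.56 to 3.36 includes 0, so that a difference was not detectable at this depth.

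Mesenchymal genes went both ways. VIM was at 1845.0 CPM in SCM (1812.7 to 1877.8) and 815.3 CPM in FBS (809.1 to 821.7), COL1A1 at 43.3 and 6.53 CPM, and NOTCH3 at 25.3 and 5.11 CPM. COL3A1 was instead at 22.9 CPM in SCM (19.5 to 26.8) and 86.1 CPM in FBS (84.1 to 88.2). FN1 was at 21.9 CPM (18.5 to 25.7) and 24.2 CPM (23.1 to 25.3), a log2 ratio whose interval from -0.10 to 0.39 includes 0. PRRX1 had 0 UMIs in SCM, against a floor of 0.447 CPM, and 2 UMIs in FBS. Of the genes of dividing cells, MKI67 was at 167.9 CPM in SCM and 220.4 CPM in FBS, while TOP2A was at 264.9 and 248.8 CPM and its log2 ratio of -0.09 turned to 0.06 when all barcodes were used. MALAT1, a nuclear RNA without introns, rose from 3255.4 to 9150.9 CPM.

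**Figure D2:**
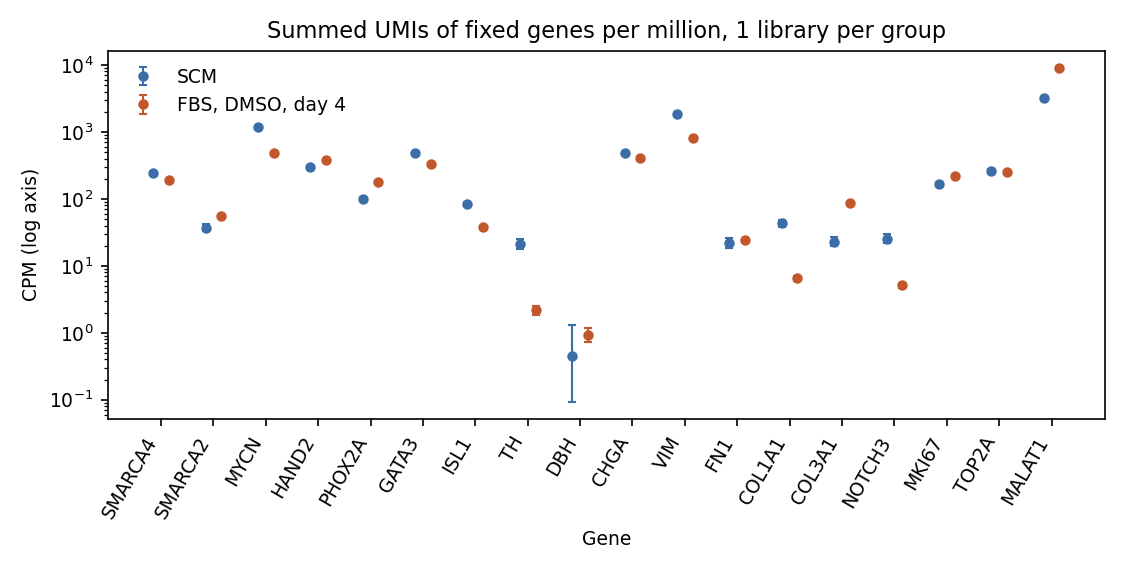
CPM (log axis) of the reported genes of the fixed list other than PRRX1, which had 0 UMIs in SCM, in SCM and in FBS with DMSO at day 4, with points for the summed UMIs of 1 library each and bars for exact Poisson 95% intervals (counting error only). MYCN, VIM, COL1A1 and TH lie lower in FBS, and PHOX2A, COL3A1 and MALAT1 lie higher.

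The 5 highest ratios among genes at 100 CPM or more belonged to genes with over 80 kb of intron. AP003086.1 had 0 UMIs in SCM and 220.2 CPM in FBS and was at least 492.9-fold higher in FBS. AC008415.1, AC015923.1 and AC090709.1 also had 0 UMIs in SCM and were at least 333.2-fold, 299.1-fold and 265.0-fold higher, all against the floor of 3 UMIs in the library. AC092691.1 had 4 UMIs in SCM and 165.4 CPM in FBS, a log2 ratio of 8.12 with a counting interval of 6.76 to 9.99. The 5 lowest ratios belonged to AC092069.1 (257.6 CPM in SCM and 1.63 CPM in FBS), PLCG2 (5894.2 and 60.4 CPM), EGR1 (107.2 and 1.63 CPM), C1orf56 (419.1 and 8.04 CPM) and AC091607.2 (232.0 and 4.94 CPM).

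The ADRN list had a median log2 ratio of 0.23 (345 members at 5 CPM or more, counting interval 0.20 to 0.28), equal to the median of all genes. It lay at percentile 99.3 of the random lists matched on expression, whose median was 0.07, and at percentile 73.3 of random lists matched on intronic length as well. With members of at most 10 kb of intron the median was -0.21 over 80 members, the value farthest from the main one, while all genes in the classes up to 10 kb had medians from -0.83 to -0.28. Among members at 20 CPM or more, ALK (8.64 CPM in SCM and 500.8 CPM in FBS) and ADGRB3 (29.2 and 1546.0 CPM) had the highest ratios and SOX11 (4712.6 and 202.3 CPM) the lowest. ALK and ADGRB3 have over 300 kb of intron. With the trend on intronic length removed their log2 ratios fell from 5.86 and 5.73 to 2.56 and 2.42. That of SOX11, a gene without introns, moved from -4.54 to -3.71.

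The MES list had a median log2 ratio of -0.04 (251 members, counting interval -0.07 to 0.02) and lay at percentile 0.10 of random lists matched on expression. Matched on intronic length as well, it lay below each of the 10000 random lists, by 0.44 against their median. Of its members 120 were higher and 131 lower in FBS. The ratio was lowest for SOX9 (334.3 CPM in SCM and 14.4 CPM in FBS) and highest for BNC2 (1.34 and 40.1 CPM), a gene with long introns. With members of at most 10 kb of intron the median moved most, to -0.86, below the -0.83 to -0.28 of all such genes by class, and with no filter on low values it was 0.07.

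Among the other lists, sterol synthesis had a median log2 ratio of -1.21 (21 members, 19 of them lower in FBS) that was below each of the random lists under both ways of matching. HMGCS1 fell from 928.2 to 94.7 CPM, EBP from 369.2 to 54.9 CPM and INSIG1 from 88.6 to 13.6 CPM, while SQLE rose from 101.7 to 152.3 CPM. The ERK target list had a median of -1.09 (12 members, 10 lower in FBS, percentile 0.060), with EGR1, DUSP6 (102.9 and 6.41 CPM) and ETV5 (256.4 and 20.7 CPM) the lowest. The hypoxia list had a median of -0.64 (16 members, 13 lower, percentile 0.84), with VEGFA at 31.3 CPM in SCM and 4.20 CPM in FBS. With random lists matched on intronic length as well, the percentiles were 0.11 for ERK targets and 0.67 for hypoxia.

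The SCP and NSC lists had medians of -0.16 and -0.16 (106 members each), at percentiles 0.10 and 0.14 of random lists matched on expression and 3.03 and 11.5 of those matched on intronic length as well. The HDA list had a median of 0.81 (110 members), above each of the random lists matched on expression and at percentile 35.9 of those matched on both. The neuronal differentiation list had a median of 0.33 (21 members) at percentiles 69.6 and 7.1. S phase genes had a median of 0.35 at percentiles 83.6 and 99.7, and G2M genes one of 0.08 at percentiles 41.9 and 93.3. The mean log2 ratio of the G2M list was -0.02, opposite in sign to its median. Actin and YAP targets had a median of 0.10 at percentiles 41.6 and 84.5.

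**Figure D3:**
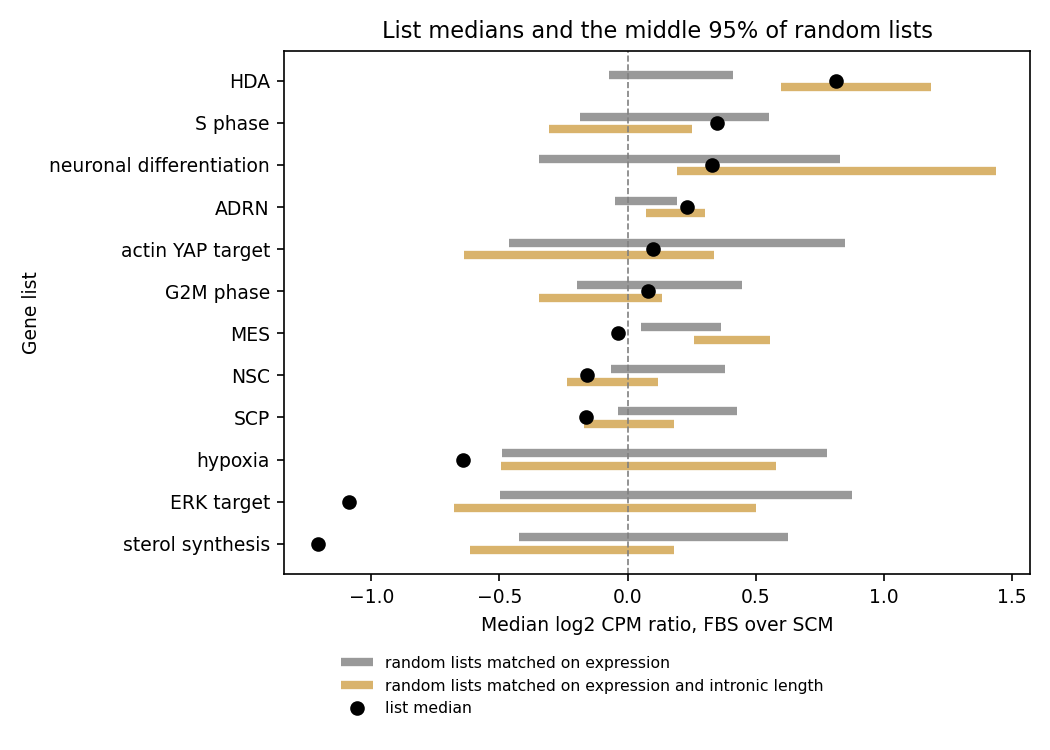
Median log2 CPM ratio of FBS over SCM (horizontal axis) for each gene list (vertical axis), with points for the list and bars for the middle 95% of 10000 random lists matched on expression (grey) or on expression and intronic length (tan). The sterol synthesis, ERK target, hypoxia and MES medians lie below both bars, the ADRN and HDA medians lie above the grey bar and within the tan one, and the S phase median lies within the grey bar and above the tan one.

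ADRN and MES scores were then computed per cell at 1500 UMIs, with 1636 SCM cells and 5797 FBS cells. The mean ADRN score was 0.101 in SCM (SD over cells 0.0724) and 0.146 in FBS (SD 0.0721), a difference of 0.0454. Without thinning the difference was 0.0873. When only genes with at most 10 kb of intron were scored, a choice made after the data were seen, the mean was 0.164 in SCM and 0.114 in FBS and the difference turned to -0.0501. The mean MES score was 0.0123 in SCM (SD 0.0579) and -0.0263 in FBS (SD 0.0627), a difference of -0.0386. It was -0.0465 without thinning and -0.117 with genes of at most 10 kb of intron. At 1500 UMIs and with all genes, both differences were smaller than 1 SD over cells of either library, while the ADRN difference without thinning was 1.03 SD.

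**Figure D4:**
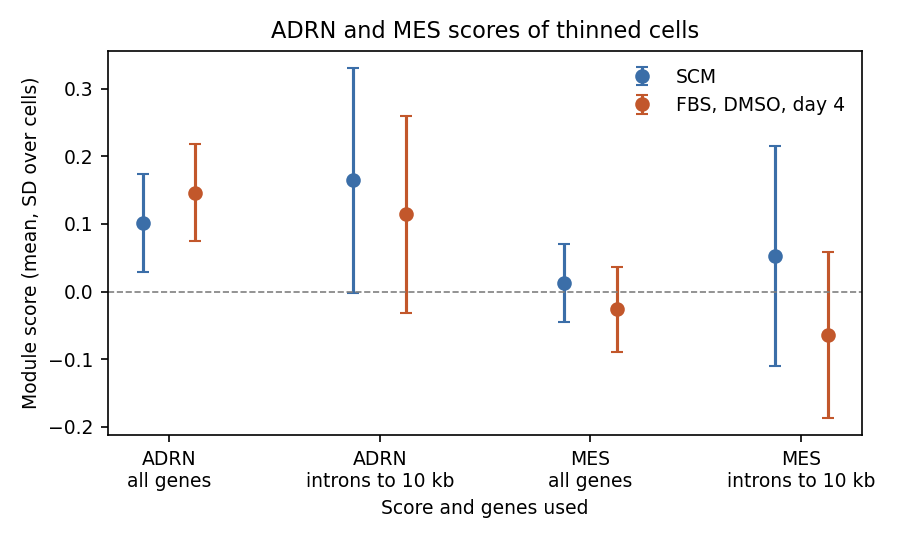
ADRN and MES module scores (vertical axis) of cells thinned to 1500 UMIs in SCM (1636 cells) and FBS (5797 cells), from all genes and from genes with at most 10 kb of intron (horizontal axis), with points at the mean and bars for the SD over cells. The ADRN mean is higher in FBS with all genes (0.146 against 0.101) and lower with short-intron genes (0.114 against 0.164), and the MES mean is lower in FBS in both.

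Cell cycle phase was called in the same thinned cells. In SCM 34.8% of cells were called G1 (interval 32.5 to 37.2), 35.4% S (33.1 to 37.8) and 29.8% G2M (27.6 to 32.0). In FBS 52.4% were called G1 (51.1 to 53.7), 28.4% S (27.3 to 29.6) and 19.1% G2M (18.1 to 20.2). Unthinned, G1 was called in 30.2% of SCM and 47.7% of FBS cells. With genes of at most 10 kb of intron, which leaves 6 S phase and 11 G2M genes, G1 was called in 43.3% and 43.5%. MKI67 had a higher CPM in FBS while the share called G2M was lower, so no order of cycling was read from these calls. Free RNA enters such calls and its amount in each library was not measured. The filters had left out 701 FBS and 0 SCM barcodes above 7500 genes. With all barcodes the MKI67 log2 ratio rose from 0.39 to 0.61 and the G2M list median from 0.08 to 0.22. Phases were not called on all barcodes, so the FBS shares hold for the filtered cells only.

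Clustering of the filtered cells of both libraries gave 9 clusters. Of these, 6 held under 1% of the SCM cells, 2 held under 1% of the FBS cells and 1 held at least 1% of both. Of the SCM cells, 97.2% lay in clusters made up mostly of SCM cells, so the clusters largely followed the library. Without regression of covariates 2 of 8 clusters held under 1% of a library's cells, and 51.0% of SCM cells lay in clusters made up mostly of SCM cells. A cluster of 976 FBS cells and 21 SCM cells carried 13 of 18 MES-like markers at 2-fold or more above the other cells and was named MES-like. It made up 16.8% of the FBS cells (interval 15.9 to 17.8) and 1.17% of the SCM cells (0.726 to 1.78). Of the remaining clusters, 2 were named cycling-like, with 430 SCM and 2 FBS cells in the first and 15 SCM and 408 FBS cells in the second, and 6 stayed unnamed. Cluster sizes were not compared between the libraries, since the clusters largely followed the library.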

Values the study reported

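The study analysed 10488 cells from its SCM culture and its FBS cultures with DMSO or ACBI1, and found 14 clusters. It described both ADRN and MES signature scores as higher in FBS-cultured cells given DMSO than in cells kept in SCM.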

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

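No paired analysis was possible because each group held 1 library, and no value here has a replicate check. Removal of doublets by rank, scaling by genes without introns, removal of the trend on intronic length, matching of random lists on intronic length, restriction to genes with at most 10 kb of intron, and clustering of thinned cells were chosen after seeing the data. The remaining alternatives were fixed before. Keeping predicted doublets changed nothing by construction, since 0 barcodes were predicted. A value counts as moved below when it left its 95% counting interval, for scores, when it changed by more than 0.01, and for numbers of clusters, when it was over 1.5 times higher or lower. A value counts as reversed only where its main counting interval, if it has one, excludes 0. The cause was not tested for any change except where stated.

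The genes followed were the reported ones of the fixed list, those of the highest and lowest ratios, and those named by the rule for the ADRN, MES, sterol synthesis, ERK target and hypoxia lists, 56 in all. For them, alternatives fixed beforehand kept 283 values within that range, moved 52 and reversed 1, and those added later kept 91, moved 73 and reversed 3. For the list medians the numbers were 67, 30 and 1, then 14, 20 and 13. The MES median and the FN1, MXI1 and P4HA1 ratios, whose main intervals include 0, are not counted as reversed where their sign turned. The later numbers include scaling by genes without introns, which shifted every value alike and says nothing on how stable they are. For scores, phases, filters and clusters the numbers were 29, 20 and 0, then 14, 13 and 1. The limit of 20% mitochondrial UMIs reversed none of the values it was applied to, and neither did TMM scaling. TMM scaling, median-of-ratios scaling and the total without mitochondrially encoded and ribosomal protein genes also shifted every ratio alike. The numbers for alternatives fixed beforehand include them, and they say nothing on how stable the ratios are relative to the median of all genes.

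With all barcodes the NSC median turned to 0.0192 and the TOP2A log2 ratio to 0.0611, and the medians moved to -1.19 for ERK targets, 0.22 for G2M phase and -0.0355 for SCP. With the mean of per-cell shares the medians were 0.19 for ADRN, -0.17 for MES, -1.35 for ERK targets, 1.09 for HDA, -0.76 for hypoxia and -1.29 for sterol synthesis. Median-of-ratios scaling gave 0.19 for ADRN and -0.0816 for MES. With mitochondrially encoded and ribosomal protein genes out of the total the medians were 0.30 for ADRN, 0.038 for MES, -1.01 for ERK targets, 0.15 for G2M phase, 0.42 for S phase, -0.0891 for SCP and -0.57 for hypoxia.

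With members at 50 CPM or more the medians were -0.98 for ERK targets, 1.27 for HDA, -0.14 for MES, -0.28 for NSC, -0.38 for SCP, -0.96 for hypoxia and 2.03 for neuronal differentiation. With no filter on low values and 0.5 CPM added they were 0.67 for HDA, 0.066 for MES, 0.23 for actin and YAP targets and -0.35 for hypoxia. The short MES list gave a median of -0.10 and a score difference of -0.0890.

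Scaling by genes without introns raised the median of all genes by 0.19 on the log2 scale. By construction it raised every ratio alike, so no gene or list changed relative to that median. The medians became 0.42 for ADRN, 0.15 for MES, -0.90 for ERK targets, 0.265 for G2M phase, 0.53 for S phase, 0.999 for HDA, 0.285 for actin and YAP targets, -0.45 for hypoxia and -1.02 for sterol synthesis. Through that shift alone, MES, NSC (0.0305), SCP (0.0237), TOP2A (0.0967) and P4HA1 (0.0923) came to lie above 0.

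Removing the trend on intronic length turned the medians of ADRN (-0.15), HDA (-0.0592), G2M phase (-0.0956), S phase (-0.0563), actin and YAP targets (-0.37) and neuronal differentiation (-0.16), and the log2 ratios of SMARCA2 (-0.74), FN1 (-0.32), MXI1 (-0.43) and IDI1 (0.0925). It moved ERK targets to -0.84, MES to -0.44, NSC to -0.22, SCP to -0.34 and hypoxia to -1.20. With members of at most 10 kb of intron the signs turned for ADRN (-0.21), G2M phase (-0.51), HDA (-0.86), S phase (-0.29) and actin and YAP targets (-0.17), and the other medians were -1.75 for ERK targets, -0.86 for MES, -0.72 for NSC, -0.97 for SCP, -2.47 for hypoxia and -0.77 for sterol synthesis. Genes of all kinds in the classes up to 10 kb had medians from -0.83 to -0.28, so a negative median there is the background. This restriction leaves fewer members, 5 of 16 for hypoxia and 5 of 21 for sterol synthesis.

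Without thinning the ADRN score difference was 0.0873, the phases in FBS were 47.7% G1, 31.6% S and 20.7% G2M, and those in SCM were 30.2% G1 and 34.7% G2M. At 2200 UMIs, the 25th percentile, FBS had 50.6% G1 and 20.2% G2M, and SCM had 28.6% G1, 38.1% S and 33.3% G2M. With free RNA taken off, FBS had 50.7% G1 and 20.6% G2M, and SCM had 31.8% G1 and 32.3% G2M. With doublets removed by rank, FBS had 51.0% G1 and 20.2% G2M, and the filters left 98.4% of SCM and 85.5% of FBS barcodes. With genes of at most 10 kb of intron the ADRN score difference turned to -0.0501 and the MES difference was -0.117. Phases then were 43.5% G1, 34.4% S and 22.1% G2M in FBS, and 43.3% G1 and 23.4% G2M in SCM.

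The number of clusters with under 1% of a library's cells was 4 at resolution 0.3, 14 of 14 clusters at resolution 0.8, and 2 with no covariate regressed. It was 5 with genes of at most 10 kb of intron, 5 with such genes and no integration, and 5 with thinned cells and no integration.

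Depth limits the SCM library more. A gene at 5 CPM had 33.6 UMIs there and 395.6 UMIs in FBS, and the floor of 3 UMIs was 0.447 CPM in SCM and 0.0379 CPM in FBS. Thinning to 1500 UMIs kept 1636 SCM cells with no FBS cell left out.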

Other observations

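The tests on UMIs per cell behind the relation with intronic length, ribosomal share, exonic length, list members as the cause, free RNA, the mitochondrial share behind MTRNR2L12, the intronic reads behind PLCG2, and the matching of each list on intronic length were chosen after the result was seen. Scoring and clustering with genes of at most 10 kb of intron, and clustering of thinned cells, were also chosen after the data were seen, though before their own values. MTRNR2L12, HNRNPH1, LRRC75A and CTNNB1 were chosen after their values were seen.

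The log2 ratio of FBS to SCM rose with intronic length, and the gap between genes with over 300 kb of intron and genes without introns was 3.52. With only the cells of both libraries between the quartiles of UMIs per SCM cell (2210 to 4586 UMIs, 898 SCM and 1279 FBS cells) the gap was 4.77, which argues against UMIs per cell as the whole cause. Those FBS cells had a lower ribosomal protein share (14.7%) than the SCM cells (18.7%), so the rise of the gap itself is not read further. It was 3.58 among genes outside the ADRN, HDA and neuronal lists, which argues against these lists as the whole cause. At equal exonic length the partial rank correlation with intronic length was 0.489 across protein-coding genes, which argues against exonic length. With the FBS cells at or above the SCM median ribosomal share alone the gap was 3.25, so FBS cells with a low share of ribosomal protein genes are not the whole cause. A candidate explanation is that reads in introns were counted in the FBS library and not in the SCM library. Nuclear RNA is rich in introns, so under such counting the ratio of long-intron to short-intron genes should rise with MALAT1, a nuclear RNA. Cells were ranked on a random part of their UMIs and the rest was summed. From the third of cells with the lowest to that with the highest MALAT1 share the ratio rose by 0.234 per log2 unit of MALAT1 in SCM (counting interval 0.220 to 0.249) and by 0.556 in FBS (0.551 to 0.561). With FBS thinned to the mean UMIs and mean MALAT1 UMIs of an SCM cell, a check added after these values were seen, it rose by 0.537 (0.522 to 0.553). This went as that explanation predicts, but the rise in SCM was above 0, and the counting settings are not given in the sources used here. A difference in nuclear RNA between the cultures stays open as well.

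The higher ADRN score in FBS was not kept with genes of at most 10 kb of intron, where the difference was -0.0501. The median log2 ratio of the 80 such members was -0.21, above the -0.83 to -0.28 of all genes in these classes. How much single members such as SOX11 weigh on the score was not measured. Whether the higher score rests on members with long introns therefore stays open. The ADRN and HDA medians lay above random lists of like expression, but at 0.0429 and -0.0636 against lists matched on intronic length as well. The SCP and NSC medians stood at -0.35 and -0.31 against lists of like expression, and nearer to 0, at -0.17 and -0.10, against lists matched on both, within their middle 95%. For these 4 lists the intronic reads could account for the position among lists of like expression.

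Other lists were low beyond what intronic length gives. Against random lists matched on both measures the median stood at -1.04 for sterol synthesis, -1.05 for ERK targets, -0.70 for hypoxia and -0.44 for MES, which argues against intronic reads as the cause. A hypothesis for the sterol genes is that lipids in serum lower their expression, and for ERK targets that growth factors in stem-cell media raise theirs. These are suggested by the media alone. Library, capture and counting software differ along with the media, so they cannot be told apart from it.

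PLCG2 was at 5894.2 CPM in SCM and 60.4 CPM in FBS, and MTRNR2L12 at 12070 and 283.3 CPM. Free RNA spread evenly over droplets would give each cell a like number of UMIs, while for the 138 genes at 1000 CPM or more in SCM the third of cells with most UMIs had a median of 3.46 times the UMIs of the third with fewest (2.5th percentile 2.23). The ratio was 0.626 for PLCG2 (interval 0.610 to 0.642) and 0.728 for MTRNR2L12 (0.715 to 0.741), the lowest of these genes. Both lie nearer to 1 than to the other genes, and the intervals cover counting error only, so free RNA stays open. PLCG2 did not follow mitochondrial share at equal UMIs (partial rank correlation -0.019), which argues against cells rich in mitochondrial RNA. The log2 ratio of the mitochondrial share was -0.35 and that of MTRNR2L12 was -5.41, so more mitochondrial RNA in SCM is not the whole cause. Across SCM cells MTRNR2L12 did rise with mitochondrial share at equal UMIs (partial rank correlation 0.488), so a part of its level may go with mitochondrial RNA. Intronic reads in the FBS counts would raise PLCG2 there, but its log2 ratio was -6.61. A difference in library preparation or stress in culture stays open and was not tested.

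HNRNPH1, LRRC75A, CTNNB1 and SOX11 were high in SCM and rose together across its cells. In cells thinned to the same UMIs the median rank correlation of their 6 pairs was 0.527 (lowest 0.436, highest 0.601), against 0.00062 for other genes of like UMIs, which argues against depth. In FBS the median was 0.00349. With the SCM counts of each gene thinned to its FBS mean the median was 0.0364, so at this depth the low FBS value is near what low counts alone give. In a check added after these values were seen, the 2909 FBS cells of at least 11900 UMIs were thinned to that number and the median was 0.0166 (lowest -0.0165, highest 0.0956). It was 0.280 (0.179 to 0.337) with the SCM counts thinned to the same mean UMIs of each gene, so the joint rise was not found in these FBS cells. Whether this joint rise belongs to the SCM library preparation or to the cells cannot be told apart, since there is 1 library per group.

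The libraries stayed in separate clusters without integration. Of the SCM cells, 98.2% lay in clusters mostly of SCM cells with genes of at most 10 kb of intron, and 97.7% did so with thinned cells, which argues against intronic reads and against depth as the whole cause. With integration the share was 97.2% with the covariates regressed and 51.0% with no covariate regressed, so the separation with integration depends on that regression. Clustering with neither integration nor regression was not run, so whether the separation without integration depends on it is not known. Culture, capture and preparation stay open.

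In FBS the cluster with the lowest ribosomal share (977 cells, median 7.55%) had a median MALAT1 share of 1.26%, and the one with the highest (332 cells, median 36.4%) had 0.178%, against 0.840% in the other FBS cells. These clusters may hold droplets rich and poor in nuclear RNA, such as nuclei and cells that lost theirs. No biological explanation was tested.

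Clustering here gave 9 clusters at resolution 0.5, 6 at 0.3 and 14 at 0.8. The first is lower than the number quoted from the study above, which came from more libraries and an unstated resolution.

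The difference of the mean MES score, FBS less SCM, was -0.0386 here. The description quoted from the study above has the other direction. It rests on a selection of the cells, while every cell of at least 1500 UMIs was scored here. The study also described positive enrichment of MES genes in bulk RNA-seq of the same change of media, where no cells are selected. Whether the selection of cells accounts for the other direction was not tested. The score difference was -0.0890 with the short MES list. With genes of at most 10 kb of intron it was -0.117, so neither of these alternatives turned its direction. It was -0.0390 with free RNA taken off. That step took off each library's own summed profile, so it could do little to a difference between the libraries and does not test it. The MES list median, -0.04 in the main values, did turn its sign in some alternatives. It was 0.066 with no filter on low values and 0.15 with scaling by genes without introns. With mitochondrially encoded and ribosomal protein genes out of the total it was 0.038. The other alternatives left it negative. The MES-like cluster held 16.8% of the FBS and 1.17% of the SCM cells, but the clusters largely followed the library. The list used here was written from general knowledge, and the published signature was not used here.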
